# Acidosis Activates the Nrf2 Pathway in Renal Proximal Tubule-Derived Cells through a Crosstalk with Renal Fibroblasts

**DOI:** 10.3390/antiox12020412

**Published:** 2023-02-08

**Authors:** Marie-Christin Schulz, Virginie Dubourg, Alexander Nolze, Michael Kopf, Gerald Schwerdt, Michael Gekle

**Keywords:** cellular crosstalk, chronic kidney diseases, extracellular acidosis, Nrf2, transketolase, renal cell crosstalk

## Abstract

Crosstalk of renal epithelial cells with interstitial fibroblasts plays an important role in kidney pathophysiology. A previous study showed that crosstalk between renal epithelial cells and renal fibroblasts protects against acidosis-induced damage. In order to gain further mechanistic insight into this crosstalk, we investigated the effect of acidosis on the transcriptome of renal epithelial cells (NRK-52E) and renal fibroblasts (NRK-49F) in co-culture by RNASeq, bioinformatics analysis and experimental validation. Cells were exposed to acidic media or control media for 48 h. RNA and protein from whole cell lysate were isolated. In addition, cells were fractionated into cytosol, nucleus and chromatin. RNASeq data were analyzed for differential expression and pathway enrichment (ingenuity pathway analysis, IPA, QIAGEN). Total and phosphorylated protein expression was assessed by Western blot (WB). Transcription factor activity was assessed by luciferase reporter assay. Bioinformatic analysis using differentially expressed genes according to RNASeq (7834 for NRK-52E and 3197 for NRK-49F) predicted the antioxidant and cell-protective Nrf2 pathway as acidosis-induced in NRK-52E and NRK-49F cells. Activation of Nrf2 comprises enhanced Nrf2 phosphorylation, nuclear translocation, DNA binding and initiation of a cell protective transcriptional program. Our data show that acidosis enhances chromatin-associated Nrf2 expression and the abundance of phosphorylated Nrf2 in the chromatin fraction of NRK-52E cells in co-culture but not in monoculture. Furthermore, acidosis enhances the activity of a reporter for Nrf2 (ARE-luciferase). Despite the bioinformatics prediction, NRK-49F cells did not respond with Nrf2 activation. Transketolase (TKT) is an important regulator of antioxidant and homeostatic responses in the kidney and a canonical Nrf2 target gene. We show that protein and mRNA expression of TKT is increased in NRK-52E cells under co-culture but not under monoculture conditions. In conclusion, our data show that extracellular acidosis activates the cytoprotective transcription factor Nrf2 in renal epithelial cells co-cultivated with renal fibroblasts, thereby enhancing the expression of cytoprotective TKT. This protective response is not observed in monoculture. Activation of the Nrf2 pathway represents a co-operative cellular strategy of protection against acidosis.

## 1. Introduction

The global prevalence of chronic kidney disease (CKD) is around 12%, leading to 1.2 million deaths annually [1]. Therefore, it is crucial to understand the mechanisms which initiate the development and progression of CKD. There is evidence that the proximal tubule is often involved in the mediation of pathological events during the early stages of CKD [2]. Moreover, many hints show that the proximal tubule plays a key role for the progression of CKD [3]. Stressed proximal tubule cells can undergo an EMT to initiate tissue repair [4]. During this process, the proximal tubule cells can generate a proinflammatory milieu, supporting the formation of myofibroblasts [3].

Inflammation and ischemia as well as fibrosis are accompanied by extracellular acidosis [5,6], whereby proximal tubule cells and renal fibroblasts are exposed to pH values well below 6.5 in rodents [7,8,9]. Extracellular acidosis may act as an additional stimulus, promoting further pathophysiological changes, finally resulting in a vicious cycle.

Under physiological conditions, tubule epithelial cells and tissue fibroblasts can communicate via soluble mediators (e.g., cytokines and COX-2 metabolites) and matrix proteins [10,11,12,13,14]. This cellular crosstalk has an impact on the differentiation of epithelial cells, matrix protein formation and the composition of the interstitial micro milieu [15]. Pathological micro milieu changes, such as acidosis, can be cause and/or consequence of an altered cellular crosstalk, and thereby enhance the progression of pathological processes.

In a previous study, it was shown that extracellular acidosis causes an inflammatory and fibrotic response in cells derived from proximal tubule and renal fibroblasts. This was true as long as the cells were cultivated in monoculture. When the model was extended to a co-culture model, the acidosis-induced damage was prevented [16]. On the basis of these results, we developed the hypothesis that an epithelial–fibroblast communication protects the cells against acidosis-induced damage. The aim of the present study was to identify mechanisms that can explain the described protective effect of cellular communication.

The Nrf2 signaling pathway acts cytoprotectively in a variety of stress situations via an adaptation of the transcriptional program that, e.g., prevents damage from enhanced reactive oxygen formation. In the kidney, activation of the Nrf2 pathway prevents tubular damage progression after ischemia/reperfusion due to the upregulation of genes that regulate xenobiotic disposition, redox balance and the supply of NADPH and other cellular fuels [17,18,19,20]. Thus, in the kidney, Nrf2 regulates genes that co-ordinate homeostatic processes to prevent tissue damage.

In the inactive state, the transcription factor Nrf2 is located in the cytosol, bound by Keap1, and is continuously degraded by the proteasome. Activation of Nrf2 requires its dissociation from Keap1, translocation to the nucleus and phosphorylation. Different protein kinases, including PKC, CK2, AMPK, Plk2 and MAPK, mediate the phosphorylation of Nrf2 at different sites [20,21,22], whereat phosphorylation at Ser 40 is of special importance. In the nucleus, Nrf2 binds to chromatin via antioxidative response elements (AREs) in promotor regions and induces the transcription of protective enzymes such as peroxidases, reductases and transferases [23]. There are a few studies indicating an activation of the Nrf2 pathway by acidosis [24,25,26].

## 2. Materials and Methods

If not stated otherwise, chemicals were purchased from Sigma-Aldrich, Munich, Germany.

### 2.1. Cell Culture

Normal rat kidney fibroblasts (NRK-49F, ATCC CRL-1570) and normal rat kidney epithelial cells (NRK-52E, ATCC^®^ CRL-1571) were grown in DMEM supplemented with 5% fetal calf serum (FCS) and 2 g/L NaHCO_3_ at 37 °C under a humidified 5% CO_2_ atmosphere and subcultivated once per week before confluence.

### 2.2. Experimental Setup

NRK-52E cells were grown on permeable filter inserts (pore size 0.4 µm) and NRK-49F cells were grown in 6-well plates. When cells were confluent, the filter inserts, containing NRK-52E cells, were transferred to the 6-well plates, containing NRK-49F cells. This indirect co-culture was used for the following experiments. The co-culture was transferred to medium without additional FCS supplementation for 24 h and afterwards incubated with experimental conditions for 48 h. The aim of this study is to reveal mechanisms which are involved in the development of chronic kidney diseases. Therefore, we are committed to creating an experimental setting which approximates the pathological condition, as close as possible. This includes the longest possible incubation time, without critical decreases in cell viability. In a previous study [16], we showed that incubation for 48 h is suitable. In addition, to ensure comparability of the results, we used the same experimental conditions in the present study. Control cells were exposed to media with a pH value of 7.4 and the acidosis group was incubated with media at a pH value of 6.0. Extracellular pH (pHe) was measured with a blood gas analyzer (ABL5, Radiometer, Copenhagen, Denmark). Only a minor reduction in pHe of medium was observed during the chosen incubation periods. Therefore, the experiments could be performed under well-controlled conditions. Epithelial cells attach to the substrate via their basolateral membrane, whereas the apical membrane faces towards the lumen. In vivo, this substrate is the basement membrane, which separates the epithelial cell from the interstitial space that harbors fibroblasts. Thus, in order to mimic the in vivo situation properly, NRK-52E cells were cultivated on the membrane of a Transwell insert. NRK-49F cells were cultivated on the bottom of the wells of a 6-well-plate, in which the Transwells were placed. There was no direct contact of the membrane with the bottom of the well. Due to the pore size of the membrane (0.4 µm), a contamination of the upper (Transwell) compartment with fibroblasts or of the lower (6-well) compartment with epithelial cells is impossible. For processing at the end of the incubation period, the Transwells and the 6-well plate were separated, the lower side of the membrane as rinsed with ice-cold PBS and inspected to ensure that no material from the lower compartment was attached. Thereafter, the cells were processed separately. With these procedures, we avoided relevant crosscontamination of the two cell types. There is a remaining, very small, chance of a few fibroblasts adhering to the bottom of the Transwell membrane. However, this very low level of potential contamination is unlikely to change the results.

### 2.3. RNA Sample Preparation

Total RNA of the cells in co-culture was isolated with BlueZol Reagent as described in the user manual. Possible genomic DNA contaminations were removed with a “Turbo DNAse-free kit”, following the “rigorous DNAse treatment” protocol from the manufacturer. All samples were purified by ethanol precipitation (with 180 µL water, 18 µL 3 M sodium acetate, 4 µL of 20 mg/mL glycogen and 600 µL of 99.9% ethanol, final volume 802 µL + sample volume). The quality of the RNA samples was assessed using a 2100 Bioanalyzer (Agilent Technologies, Karlsruhe, Germany). All samples had an RNA integrity number (RIN) above 7 (with 10 as the maximum possible value).

### 2.4. RNA Sequencing

The RNA sequencing was performed by Novogene Co., Ltd. (Cambridge, UK). Four samples were used for each experimental group. The company carried out the library preparation (poly(A) enrichment), and the paired-end sequencing (2 × 150 bp) run on a NovaSeq6000 Illumina system. The service company provided adaptor clipping and data quality control as well. Read mapping to the rat genome rn6 was performed with tophat2 (v.2.0.14) [27], and featureCounts 2.0 (–p –M –t exon –g gene_id) [28] was used to count the mapped reads. Gene annotation was performed using BiomaRt (v.2.44.4) [20] to access the Ensembl (from jan2020.archive.ensembl.org, accessed on 20 January 2020).

### 2.5. Differential Expression Analysis and Functional Analysis

The differential expression analysis was performed using SARTools (1.6.0) [29], a DESeq2- (1.18.1) and edgeR-based (3.20.8) R pipeline [30,31]. Normalization factors were calculated with the “trimmed mean of M value” (TMM) method in the edgeR analysis. Significantly “differentially expressed genes” (DEGs) were defined as genes with a false discovery rate (FDR) below 0.01 in both DESeq2 and edgeR outputs (overlap of the respective results).

Ingenuity pathway analysis (IPA) software (Qiagen) was used for canonical pathway analysis and upstream regulator analysis on lists of significantly regulated genes [32]. The Ensembl identifiers of the latter were mapped to networks incorporated into the software database. The featured “Comparison Analysis” tool was used to match the different results. Results were filtered for |Z-score| ≥ 2 and adjusted (Benjamini–Hochberg) *p*-value ≤ 0.05.

### 2.6. Quantitative PCR

Total RNA from cells in co-culture was isolated with BlueZol Reagent (Serva, Germany) as described in the user manual. Reverse transcription of RNA was performed using a commercial kit from New England Biolabs (DNase I, M0303L, New England Biolabs GmbH, Frankfurt am Main, Germany) according to their instructions. Real-time PCR was performed using the SYBR Green reagent (SsoAdvanced Universal SYBR Green Supermix, 9207996, Bio-Rad, Munich, Germany). Primers for PCR were synthesized by Microsynth AG, Balgach, Switzerland. Primer sequences and annealing temperatures are given in Supplementary Table S2. Fold change of gene expression was calculated by the 2^ΔΔCt^ method. *HRPT* was used as reference.

### 2.7. Cell Fractionation

Cells were fractionated into a cytosolic, nuclear and chromatin fraction. First, the cells were suspended in PBS (Supplementary Table S1) + protease inhibitor cocktail (PIC, 1:500). The cells were centrifuged for 5 min, at 400× *g*. The supernatant was removed and the cell pellet was resuspended in 180 µL equilibration buffer (Supplementary Table S1) + PIC (1:100). The solution was centrifuged for 1 min, at 14,000× *g* and the supernatant was removed. Fifty microliters of lysis buffer (Supplementary Table S1) + PIC (1:100) was added to the pellet and incubated for 10 min. The mixture was centrifuged for 5 min, at 14,000× *g*.

The supernatant contained cytosolic proteins and was concentrated with the help of Amicon^®^ Ultra-4 10K centrifugal filter devices (Sigma-Aldrich, Munich, Germany). The pellet contained nuclear and chromatin protein and was incubated with 60 µL extraction buffer + PIC (1:100) for 30 min. The mixture was centrifuged for 5 min, at 14,000× *g*. The supernatant contained nuclear proteins and the chromatin proteins remained in the pellet. The pellet was purified with PBS + PIC (1:100) and centrifuged for 5 min, at 14,000× *g*. Finally, the pellet was resuspended in 50 µL MOPS triton (Supplementary Table) + benzonase (250 U/mL). It was incubated for 30 min and ultrasonically lysed two times. The samples were mixed with 16.6% of total volume 6 × Laemmli buffer (Supplementary Table S1) and used for Western blotting described in Section 2.8.

### 2.8. Western Blot

Cells were lysed in 50 µL ice-cold MOPS Triton buffer (Supplementary Table S1). Afterwards, cells were centrifuged at 14,000× *g* for 10 min (4 °C) and added to 16.6% of total volume 6 × Laemmli buffer (Supplementary Table S1). Before loading the gel, samples were heated to 95 °C for 5–10 min. Proteins were separated by 12% sodium dodecyl sulfate–polyacrylamide gel electrophoresis (SDS-PAGE) and transferred onto a nitrocellulose membrane. The proteins on the nitrocellulose membrane were stained with Ponceau S solution (AppliChem GmbH, Darmstadt, Germany). We took a picture of the stained membrane with the Bio-Rad ChemiDoc™ XRS gel documentation system (Bio-Rad Laboratories GmbH, Feldkirchen, Germany). After staining, the membrane was blocked with 5% nonfat dry milk powder in TRIS-buffered saline with Tween20 (TBS Tween20) (Supplementary Table S1) and incubated with primary antibody (Table 1) diluted in 5% bovine serum albumin (BSA) in TBS Tween20 overnight. After removing the primary antibody and washing the membrane, a secondary antibody coupled to horseradish peroxidase was diluted 1:1000 in 5% nonfat dry milk powder in TBS Tween20 and added to the membrane. After removal of the secondary antibody solution, three wash steps in TBS Tween20 were performed. Finally, the membrane was incubated for 5 min with Clarity™ Western ECL Substrate (Bio-Rad, Munich, GER) and the peroxidase activity-based light emission was recorded by an imaging system (Image Quant LAS4000, GE Health care, Buckinghamshire, GB). Alternatively, IRDye-coupled fluorescent secondary antibodies (1:20,000 in 5% nonfat dry milk powder in TBS Tween20; LI-COR, Biosciences, Lincoln, NE, USA) were used and visualized with the Odyssey infrared imaging system (LI-COR, Biosciences). Density of the total protein, made visible with Ponceau S solution and protein target bands, was quantified using Quantity One software, version 4.6.9 (Bio-Rad, Munich, Germany). The normalization was performed with the Ponceau S-stained total protein. After detecting pNrf, the membranes were incubated for 15 min at 65 °C with restore™western blot stripping buffer (Thermo Fisher Scientific GmbH, Dreieich, Germany) to remove the antibodies. Afterwards the membranes were reused to detect total Nrf2.

### 2.9. ARE-Luciferase Assay

Cells were transfected with a pGL4.37-luc2p/ARE/Hygro vector (Promega Corporation, Madison, WI, USA). After 24 h, the media were removed and cells were put together as a co-culture and incubated for 48 h with acidic media. After the incubation, cells were lysed, and luciferase activity in the lysate measured using the Dual Luciferase Assay System (Promega, Madison, WI, USA). Beta-galactosidase activity was measured at 405 nm by colorimetric assay with ortho-nitrophenyl-galactosidase as substrate [33]. The luciferase activity was normalized to the beta-galactosidase activity.

### 2.10. Data Analysis

All data are given as mean ± SEM. Statistical significance was determined by unpaired Student’s *t*-test or rank sum, as appropriate. Differences were considered statistically significant when *p* < 0.05.

## 3. Results

### 3.1. Impact of Extracellular Acidosis on General Gene Expression

RNA sequencing followed by differential expression and pathway analysis was performed to identify possible candidates involved in the acidosis effect. 

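The RNA sequencing data cover 16 libraries, 4 each of NRK-52E cells at pH 7.4, NRK-52E cells at pH 6.0, NRK-49F cells at pH 7.4 and NRK-49F cells at pH 6.0. NRK-52E is an epithelial cell line from normal rat kidney with properties of the proximal tubule, and NRK-49F is a fibroblast line from normal rat kidney. The 2 cell lines shared the medium across a filter membrane for 48 h and were then processed separately, so each library was prepared from one cell line. The paper leaves a very small chance that some fibroblasts stuck to the membrane. The sample labels write the 2 media as pH 7 and pH 6, while the methods give 7.4 and 6.0, and the values of the methods are used here. The authors sequenced poly(A)-enriched RNA as read pairs of 2 × 150 bp, mapped the reads to the rat genome rn6 with tophat2 and counted fragments over the exons of each Ensembl gene with featureCounts. Their setting counts a fragment that maps to several places at each of them, so genes with near-identical copies share counts, and the use of strand is not named. They deposited the raw counts of 32623 genes, without normalization and without a filter on low counts, and 22082 of these genes had a count in at least 1 library. Between 16201084 and 34784862 fragments per library were counted on genes. NRK-52E cells had 17760185 to 20612657 at pH 7.4, with a median of 19132388, and 16844811 to 23856187 at pH 6.0, with a median of 21199012. NRK-49F cells had 17518187 to 27607214 at pH 7.4, with a median of 20316554, and 16201084 to 34784862 at pH 6.0, with a median of 29093537. The 10 genes with the highest counts took between 4.01% and 4.71% of the counts in NRK-52E libraries and between 6.20% and 8.37% in NRK-49F libraries. For each cell line, the 4 libraries at pH 6.0 were compared with the 4 at pH 7.4 in edgeR and in DESeq2, and genes with a false discovery rate (FDR) below 0.01 in both were taken as differentially expressed genes (DEGs), as in the paper. FPM values were computed from the counts with TMM normalization over all 16 libraries. The normalization affects every level and fold change, since it assumes that most genes do not change.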

Figure 1a and Figure S1 show the result of clustering according to fragments per million mapped fragments (FPM) values. The sample groups were clearly separated according to cell type and pH (see also similarity matrix in Supplementary Figure S1). 

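Clustering was repeated on the 2233 genes with a mean above 100 FPM over the 16 libraries, with Euclidean distance and average linkage. At 4 clusters, each of the 4 sample groups formed a cluster of its own, and at 2 clusters the libraries were split by cell line. The Euclidean distance between libraries of one group lay between 1783 and 9894 FPM, with a median of 5698. Between the 2 pH values of one cell line it was 11290 to 21544, and between cell lines 24784 to 36347, so the 3 ranges did not overlap. On log2(FPM + 1), Pearson's r across these genes had a median of 0.985 between libraries of one group, 0.848 between the 2 pH values of a cell line and 0.290 between the cell lines at the same pH. The first principal component held 77.9% of the variance and separated the cell lines, and the second held 14.7% and separated the pH values within each cell line. The 4 groups were also recovered with each of 7 other settings of the gene filter, the scale and the linkage. No pair of libraries within a group matched within sampling noise, since the smallest chi-square per degree of freedom over genes was 6.12, between NRK-52E libraries N2 and N6 at pH 7.4.

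**Figure D1:**
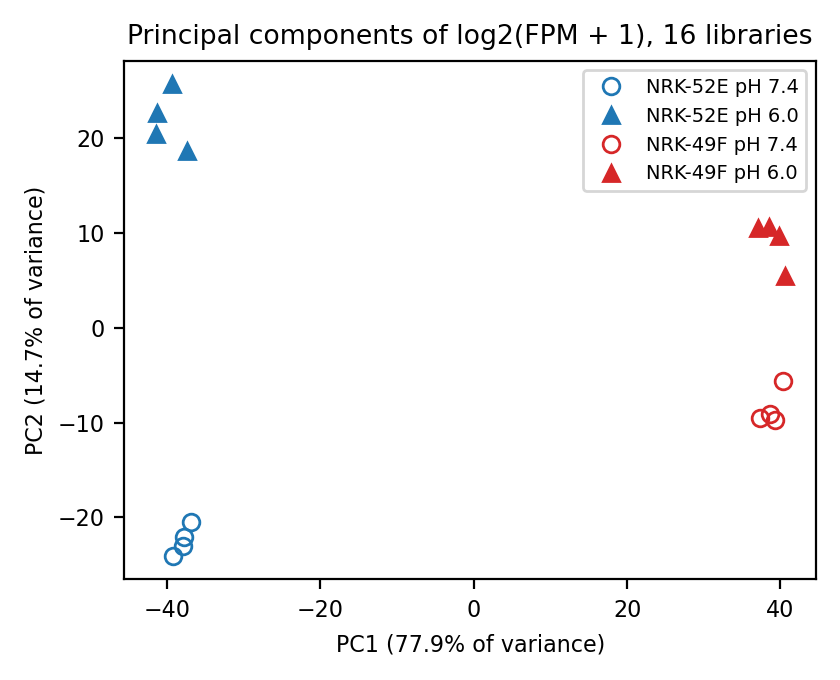
Scores of the 16 libraries on the first (x axis, 77.9% of the variance) and second (y axis, 14.7%) principal components of log2(FPM + 1) over 2233 genes. Each point is 1 library, blue for NRK-52E and red for NRK-49F, with open circles for pH 7.4 and filled triangles for pH 6.0; the 4 groups lie apart from each other.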

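In NRK-52E cells, 20514 genes had a count in at least 1 of the 8 libraries, and 13735 passed edgeR's filter on low counts. The quasi-likelihood test of edgeR called 7807 of them at an FDR below 0.01, and DESeq2 called 8857 genes. In NRK-49F cells, 19879 genes had a count, 13339 passed the filter, edgeR called 5051 and DESeq2 5992. No gene called by both tools had opposite signs in the 2 tools in either cell line. Genes called by edgeR but not by DESeq2 numbered 14 in NRK-52E and 12 in NRK-49F, and those called by DESeq2 only 1064 and 953.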

Next, we identified differently expressed genes by DESeq2 and edgeR. Only genes identified by both algorithms were considered for further analysis. 

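At pH 6.0, 7793 genes were differentially expressed in NRK-52E cells by both tools, 3877 higher and 3916 lower than at pH 7.4. In NRK-49F cells there were 5039, of which 2456 were higher and 2583 lower. The median absolute log2 fold change of the DEGs was 1.12 in NRK-52E and 0.86 in NRK-49F. In both cell lines, 2962 genes were DEGs, which is 38.0% of the DEGs of NRK-52E and 58.8% of those of NRK-49F. Among the 12470 genes tested in both, 2624 shared DEGs would be found by chance if the 2 lists were independent. Among the other settings with all 8 libraries, an FDR below 0.05 changed the number of DEGs most, to 9380 in NRK-52E and 6976 in NRK-49F. The library labels carry a second number of unknown meaning, 21 or 22 for NRK-52E and 20 or 21 for NRK-49F, with 2 libraries per number and pH. Tested within one number, 5244 (number 21) and 2820 (number 22) genes were DEGs in NRK-52E, and 4680 (number 20) and 1980 (number 21) in NRK-49F. With the number as a covariate and all 8 libraries, there were 7551 DEGs in NRK-52E and 5211 in NRK-49F. Scaling the libraries by their total counts only moved the median log2 fold change of all tested genes of NRK-52E to -0.21. The share of its DEGs with higher expression at pH 6.0 moved from 49.7% to 37.6%. In NRK-49F this share moved from 48.7% to 53.2%, so the more frequent direction changed. With a filter of at least 1 CPM in at least 4 libraries, it was 50.1% in NRK-52E and 50.7% in NRK-49F.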

In NRK-52E cells, acidosis led to a change in the expression of 7834 genes (Figure 1b) and in NRK-49F cells to a change in the expression of 5314 genes (Figure 1c); 3197 genes were affected in both cell types (Figure 1d). 

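Of the genes that were DEGs in both NRK-52E and NRK-49F cells, 2428 changed in the same direction, which is 82.0% with a 95% Wilson confidence interval of 80.5% to 83.3%, counting error only. The shared genes with higher expression at pH 6.0 in both cell lines numbered 1180, and those with lower expression in both 1248. Across the shared genes, the log2 fold changes of the 2 cell lines had a Pearson's r of 0.63 and a Spearman's rho of 0.64, and across all genes tested in both cell lines r was 0.42. These are correlations across genes, which are not independent replicates. The share with the same direction was 77.2% at an FDR below 0.05.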

Expression of the majority of genes affected in both cell types was changed in the same direction (Figure 1e). However, there is a substantial portion of genes which showed opposite regulation. Thus, there is a certain cell type specificity regarding the response to acidosis.

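Opposite directions were found for 534 of the DEGs in both cell lines (18.0%). Expression at pH 6.0 was higher in NRK-52E and lower in NRK-49F for 278 genes, and the reverse held for 256. Among the 892 genes with an absolute log2 fold change of at least 1 in both cell lines, 105 (11.8%) had opposite signs. Nnmt, on chromosome 8 of rn6, rose from 2.82 ± 0.18 to 17.3 ± 1.83 FPM in NRK-52E and fell from 19.9 ± 2.32 to 6.22 ± 0.97 FPM in NRK-49F (mean ± SD, n = 4 libraries each). Its log2 fold change was 2.59 (standard error 0.15, adjusted p = 2.5e-07 from edgeR's quasi-likelihood test) and -1.70 (standard error 0.16, adjusted p = 4.6e-06), respectively. Plk2 had a log2 fold change of 3.26 in NRK-52E and -1.69 in NRK-49F, and Rin1 one of 1.28 and -1.40. In the other direction, Mmd changed by -1.86 in NRK-52E and 2.54 in NRK-49F, C1qtnf1 by -2.35 and 1.69, and Fblim1 by -1.96 and 1.87. These are the 3 genes of each direction with the largest smaller absolute log2 fold change, among named genes with at least 10 FPM in the higher pH group and no overlap between the pH groups in both cell lines.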

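The difference between the 2 pH effects was tested directly with an interaction term in one edgeR model of all 16 libraries. Of 14679 genes tested, 5428 (37.0%) had an interaction of cell line and pH at an FDR below 0.01, 2841 with a more positive log2 fold change in NRK-52E and 2587 with a more positive one in NRK-49F. All DEGs with opposite signs were among them. Of the DEGs with the same sign in both cell lines, 801 had an interaction as well, that is a response of different size. Of the 6908 genes that were DEGs in one cell line only, 3738 (54.1%) had an interaction, and for the remaining ones a difference between the cell lines was not detected. With DESeq2 alone there were 6260 interaction genes, and with an FDR below 0.05 in edgeR 7424. The paper concludes from the genes with opposite regulation that the response to acidosis has a certain cell type specificity.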

### 3.2. Genes Regulated by Extracellular Acidosis in Both Cell Lines Are Enriched in the Nrf2 Pathway

We applied the IPA^®^ software for in-depth pathway analysis. IPA annotated 3606 genes for NRK-52E and 1624 genes for NRK-49F (Figure 2a). Moreover, Figure 2a shows that 40% (NRK-52E) and 45% (NRK-49F) of affected genes were upregulated. 

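The IPA annotation was not used here, so the gene numbers below are those before that step. With an absolute log2 fold change of at least 1, 4436 of the DEGs of NRK-52E and 2006 of those of NRK-49F remained. When the test was made against this fold change itself (edgeR's glmTreat, FDR below 0.01), rather than applied as a limit to the estimate, the numbers were 2293 and 654. The largest rises in NRK-52E, among named genes with at least 10 FPM in the higher pH group and no overlap between the pH groups, were those of Fitm1, Gdf15 and Col2a1, and Il33 and Selp were among the largest falls. In NRK-49F the largest rises were those of Gdf15, Prss22 and Ampd3, and the largest falls those of Cxcl12, Fam180a and Mx2. Gdf15 rose from 0.091 ± 0.133 to 25.9 ± 8.92 FPM in NRK-52E and from 0.188 ± 0.141 to 16.2 ± 5.27 FPM in NRK-49F (mean ± SD, n = 4 libraries each). Fitm1 had at most 1 count in each NRK-52E library at pH 7.4, and against a floor of 3 counts its expression at pH 6.0 was at least 92.0-fold higher.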

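Of the DEGs with an absolute log2 fold change of at least 1, 1869 were higher at pH 6.0 in NRK-52E cells, or 42.1% (95% Wilson confidence interval 40.7% to 43.6%), and 878 in NRK-49F cells, or 43.8% (41.6% to 45.9%). The intervals cover counting error only. The 2 shares did not differ (Fisher's exact test, two-sided, p = 0.221, odds ratio 0.94). The share depended on the normalization: with libraries scaled by total counts only, it was 29.5% in NRK-52E and 47.4% in NRK-49F.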

*Canonical pathway analysis* with IPA predicts potential pathways responsible for the observed changes in gene expression. *Upstream analysis* by IPA provides predictions regarding mechanisms or signaling events upstream of the transcriptomic changes. Both types of analysis provide a measure of the predicted strength and direction of the effect (z-score) as well as a measure for the probability of false positive associations (Benjamini–Hochberg (B-H) adjusted *p*-value). We started with a canonical pathway analysis, using the list of the filtered genes (Figure 2a), an adjusted B-H *p*-value of 0.05 and a |z-score| ≥ 2. 

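The gene sets of IPA were not used here. In their place, 6 lists of well-known members of a pathway or targets of a transcription factor were used, and the log2 fold changes of each list were compared with those of all other genes by camera, a test from limma, with adjustment over the 6 lists. The Nrf2 target list, of which 29 genes were tested in NRK-52E and 28 in NRK-49F, had a median log2 fold change of 1.37 in NRK-52E (adjusted p = 1.34e-12) and 1.06 in NRK-49F (adjusted p = 3.01e-15). In NRK-49F this was the smallest adjusted p of the 6 lists. In NRK-52E the ATF4 target list had a median of 2.39 over 21 genes. Its unadjusted p from camera was smaller than that of the Nrf2 target list (2.92e-13 against 4.46e-13), and the adjusted p was the same. The order of these lists depended on the setting. With all 16 libraries in one fit, camera's adjusted p was 4.94e-12 for ATF4 targets and 1.69e-13 for Nrf2 targets. With libraries scaled by total counts only, it was 3.19e-14 and 1.92e-13. The ATF4 target list had a median of 0.32 in NRK-49F (adjusted p = 5.88e-05). The unfolded protein response list had a median of 1.27 in NRK-52E (adjusted p = 8.17e-10) and 0.19 in NRK-49F (adjusted p = 0.167). The medians of the other lists in NRK-52E and NRK-49F were 1.20 and 0.42 for tRNA charging, 1.22 and -0.03 for cholesterol biosynthesis, and 0.75 and 0.72 for the pentose phosphate pathway. Of the 6 lists in NRK-49F, 4 had an adjusted p below 0.05 (Nrf2, pentose phosphate, ATF4 and tRNA charging), and none of these kept it when camera estimated the correlation between genes from the 8 libraries. For the Nrf2 target list in NRK-49F that adjusted p was 0.0534. In NRK-52E, 4 of 6 lists kept it, with 0.0286 for the Nrf2 target list.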

For both cell lines, the Nrf2-mediated oxidative stress response pathway was predicted to be activated with the highest scores (Figure 2b,c). For NRK-52E cells, the z-score was 2.5, and for NRK-49F cells it was 2.2. Subsequently, we applied the upstream analysis tool on the same set of genes and increased the stringency by setting the adjusted B-H *p*-value to 0.001. 

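In NRK-52E cells, 20 of the 29 tested genes of the Nrf2 target list were DEGs with higher and 2 with lower expression at pH 6.0, and 17 of the former had a log2 fold change of at least 1. By edgeR alone, 22 had an FDR below 0.01, both with the adjustment over all genes and with that over the list. The list's median lay above those of all 10000 random lists of the same size matched on mean expression, 95% of which were between -0.15 and 0.60. Osgin1 rose from 7.39 ± 0.73 to 210 ± 58.2 FPM (mean ± SD, n = 4 libraries each), a log2 fold change of 4.81 with a standard error of 0.22. Ephx1 rose from 29.8 ± 2.61 to 517 ± 61.9 FPM, a log2 fold change of 4.10 with a standard error of 0.12. The entry named Ftl1, on chromosome 5 of rn6, had a log2 fold change of 3.09 with a standard error of 0.23. It rose from 15.3 ± 2.51 to 132 ± 40.9 FPM. Pseudogenes of Ftl1 in the rat genome may share fragments with it in this counting, which was not tested. Whether this entry is the Ftl1 gene itself or a copy was not tested either. The largest falls were those of Ugdh with -0.65 and Aox1 with -0.64.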

For NRK-52E cells, Nrf2 (NFE2L2) was predicted as an upstream regulator with a z-score of 2.68 and an adjusted B-H *p*-value < 10^−^^6^ (Figure 3). By contrast, Nrf2 was not identified as an upstream regulator for NRK-49F cells (Figure 3).

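In NRK-49F cells, 19 of the 28 tested genes of the same list were DEGs with higher and 1 with lower expression at pH 6.0, and 15 had a log2 fold change of at least 1. By edgeR alone, 20 had an FDR below 0.01 with the adjustment over all genes and 22 with that over the list. The list's median was again above those of all 10000 matched random lists, 95% of which lay between -0.27 and 0.18. The largest rises were those of Tkt with a log2 fold change of 2.57 (standard error 0.11), Gstm1 with 2.27 (standard error 0.13) and Gclm with 2.06 (standard error 0.16). Gstm1 belongs to a family of similar genes that may share fragments in this counting, which was not tested. Ephx1 was the one DEG with lower expression, at a log2 fold change of -0.77. Of the 28 genes tested in both cell lines, 22 were higher at pH 6.0 in both, and 13 of these were DEGs in both. The differences between the pH effects of the 2 cell lines were taken gene by gene over the list. Their median was 0.47, with more positive values in NRK-52E (camera on the interaction, adjusted p = 0.024). With libraries scaled by total counts only, the median was 0.23. In 100 draws of pH labels within each cell line, a camera p as small was found in 69 draws. These draws keep part of the pH effect, so they do not settle this difference.

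**Figure D2:**
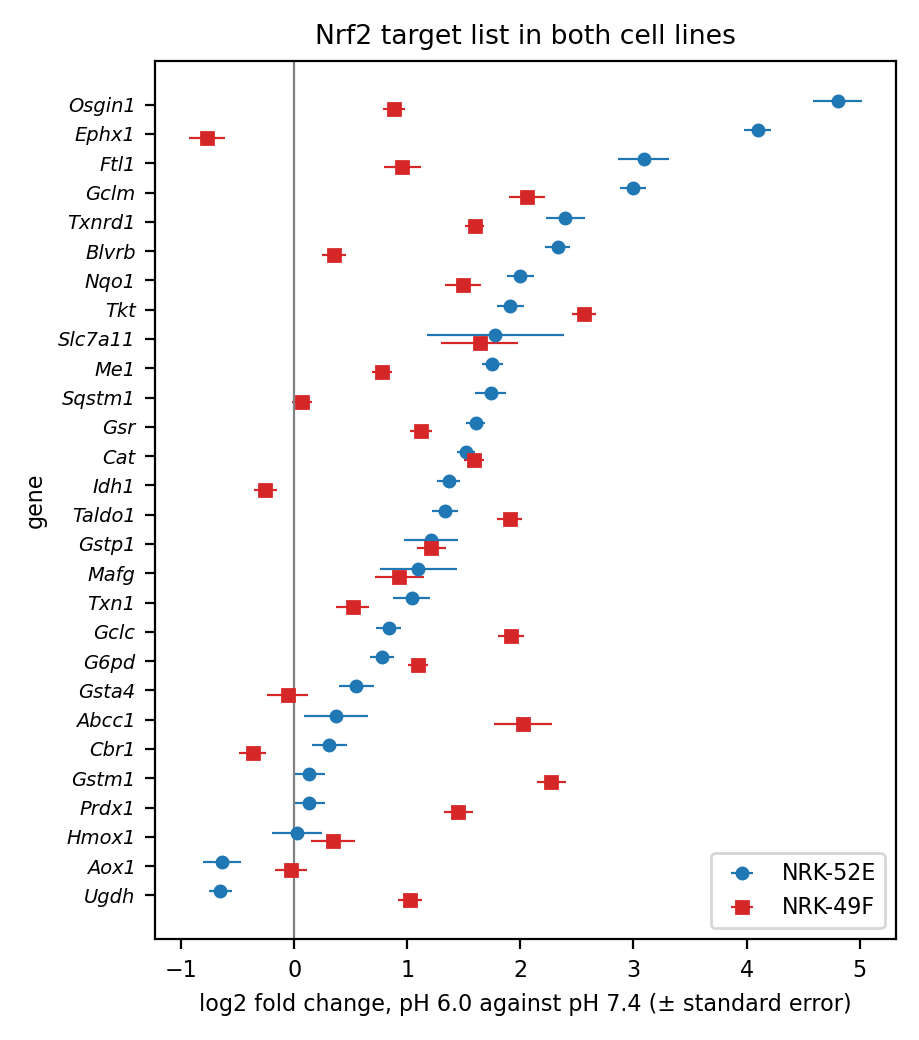
Log2 fold change at pH 6.0 against pH 7.4 (x axis, with standard error) of the 28 genes of the Nrf2 target list tested in both cell lines (y axis), as blue circles for NRK-52E and red squares for NRK-49F. For 22 of the genes both points lie to the right of 0; Ephx1 and Ugdh are DEGs on opposite sides.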

### 3.3. Impact of Extracellular Acidosis on Nrf2 Expression

Activation of the Nrf2 pathway can result from enhanced expression, phosphorylation or translocation to the nucleus. 

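Nfe2l2, the gene of Nrf2, is listed under ENSRNOG00000001548 on chromosome 3 of rn6 and had between 2983 and 10225 counts in each library. In NRK-52E cells its expression was 145 ± 7.37 FPM at pH 7.4 and 277 ± 40.3 FPM at pH 6.0 (mean ± SD, n = 4 libraries each), a log2 fold change of 0.91 (standard error 0.11, adjusted p = 2.43e-05 from edgeR's quasi-likelihood test). Every library at pH 6.0 lay above every library at pH 7.4 (exact permutation test, two-sided, p = 0.0286, the smallest that 4 against 4 libraries allow). In NRK-49F cells it was 392 ± 35.2 FPM at pH 7.4 and 308 ± 20.5 FPM at pH 6.0, a log2 fold change of -0.37 (standard error 0.10, adjusted p = 0.00754), with every library at pH 6.0 below every library at pH 7.4. The 2 effects differed by 1.27 on the log2 scale (standard error 0.15, adjusted p = 1.75e-06 for the interaction). With each library left out in turn, the log2 fold change stayed between 0.82 and 0.99 in NRK-52E and between -0.43 and -0.33 in NRK-49F. With libraries scaled by total counts only it was 0.70 and -0.32. Within each number of the library labels it was 0.95 (number 21) and 0.85 (number 22) in NRK-52E. In NRK-49F it was -0.47 within number 20 and -0.25 within number 21, and the latter did not exceed the variation of the 2 libraries per group (adjusted p = 0.328 from edgeR). Keap1, which encodes the protein that binds Nrf2 in the cytosol, was 83.4 ± 5.87 FPM at pH 7.4 and 87.4 ± 14.9 FPM at pH 6.0 in NRK-52E, and its log2 fold change of 0.05 was within the spread between libraries (adjusted p = 0.736). In NRK-49F its log2 fold change was 0.03 (adjusted p = 0.808).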

According to the RNA sequencing results, Nrf2 expression is enhanced by acidosis in NRK-52E but not in NRK-49F cells (Figure 4a,e) under co-culture conditions. Thus, we analyzed Nrf2 expression at the protein level after cell fractionation. Figure 4b,f show that a substantial fraction of Nrf2 protein is chromatin-associated, with a low amount of intact Nrf2 protein in the cytosol. Acidosis enhanced the expression of Nrf2 in NRK-52E cells (enhanced abundance in the chromatin fraction with no measurable changes in the other fractions) but not in NRK-49F cells (Figure 4b,c,f,g). In NRK-49F cells, we observed even a trend to reduced Nrf2 expression under acidotic conditions in co-culture. These results confirm the data on mRNA expression. Figure 4i–j show furthermore that acidosis exerted no effect on Nrf2 expression of NRK-52E cells in monoculture. Thus, cellular crosstalk is required for this effect, by a yet unknown mechanism.

### 3.4. Impact of Extracellular Acidosis on Nrf2 Phosphorylation and Activation

As mentioned above, activation of Nrf2 may comprise altered phosphorylation. To investigate the effect of acidosis on phosphorylation, expressions of phosphorylated Nrf2 (pNrf2) protein in cytosolic, nuclear and chromatin fractions were compared.

As shown in Figure 5a–c,e–g, acidosis enhanced the amount of pNrf2 associated with chromatin significantly in NRK-52E cells but not in NRK-49F cells. In NRK-49F cells, the pNrf2 signal in the chromatin fraction was in general very weak and difficult to detect, indicating a lower phosphorylation level, and decreased slightly under acidotic conditions. Due to the low expression level of pNrf2 in NRK-49F, the effect of acidosis must be handled with care. Yet, as described below, reporter gene analysis, as a second and independent technique to determine acidosis effects on Nrf2 activity (Figure 5h), confirmed that Nrf2 is not stimulated in NRK-49F cells.

Normalization of the acidosis-induced changes in Nrf2 phosphorylation in NRK-52E cells with the changes in total Nrf2 expression results in a ratio of 1.83 (median) with a 95% confidence interval [1.35; 2.33], indicating enhanced Nrf2 phosphorylation in addition to enhanced expression (Figure 5c,g).

Figure 5d shows the increase in transcriptional Nrf2 activity in NRK-52E cells during acidosis. Thus, in NRK-52E cells under co-culture conditions, acidosis-induced activation of the Nrf2 pathway finally leads to enhanced transcriptional activity. The Nrf2 reporter signal in NRK-49F cells was not enhanced by acidosis, in accordance with the results for Nrf2 expression and phosphorylation.

### 3.5. Acidosis Leads to Enhanced Expression of the Canonical Nrf2 Target Gene TKT

As a proof of principle, we determined the effect of acidosis on the expression of a canonical Nrf2 target gene with pathophysiological relevance for the kidney, transketolase (TKT). TKT is an important enzyme regulating the activity of oxidative and nonoxidative pentose phosphate pathways with the objective to protect cells from reactive oxygen species and to promote proliferation. TKT has also been proposed as a relevant factor for nephroprotection [18,19]. 

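In the RNA sequencing of the co-culture, Tkt (ENSRNOG00000016064, chromosome 16 of rn6) was expressed at 312 ± 37.0 FPM at pH 7.4 and 1190 ± 144 FPM at pH 6.0 in NRK-52E cells (mean ± SD, n = 4 libraries each). Mean expression at pH 6.0 was 381% of that at pH 7.4. The log2 fold change was 1.91 (standard error 0.12, adjusted p = 3.71e-07 from edgeR's quasi-likelihood test) and stayed between 1.82 and 1.98 with each library left out in turn. Within each number of the library labels it was 1.87 (number 21) and 1.94 (number 22). The libraries held 6439 to 7755 counts of Tkt at pH 7.4 and 22712 to 28992 at pH 6.0, and the 2 groups did not overlap (exact permutation test, two-sided, p = 0.0286). In NRK-49F cells, Tkt rose as well, from 410 ± 23.5 to 2454 ± 246 FPM. Its log2 fold change there was 2.57 (adjusted p = 1.91e-08 from edgeR's quasi-likelihood test). This exceeded the effect in NRK-52E (interaction -0.67, adjusted p = 0.00185 from edgeR), so the rise of Tkt mRNA was not specific to NRK-52E. The methods describe real-time PCR of RNA from co-culture, but the paper's text does not name the assay behind the TKT mRNA in Fig. 6c. Real-time PCR data were not analysed here.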

Figure 6a–c show the increase in TKT mRNA and protein expression in NRK-52E in co-culture under acidotic conditions.

When we performed the experiment under monoculture conditions, acidosis no longer stimulated TKT protein expression (Figure 6d,e), although there was still a slight increase in TKT mRNA (Figure 6f) that did not reach the level under co-culture (Figure 6c).

In summary, our results show that metabolic acidosis leads to an activation of the Nrf2 pathway in renal epithelial cells but not in fibroblasts in co-culture. The crosstalk between the two cell types is necessary for this cytoprotective cell-specific effect in NRK-52E cells. Furthermore, activation of the Nrf2 pathway translates into enhanced expression of Nrf2 target genes, shown as a proof of principle, for TKT. At present, we know that the crosstalk is necessary, but we do not know by which means the crosstalk occurs. This important question will be addressed in future studies.

## 4. Discussion

Following acute kidney injury and during chronic kidney diseases, proximal tubule cells interact with interstitial fibroblasts in a way that can lead to self-sustaining vicious cycles, promoting inflammation, fibrosis, ischemia and acidosis [3]. Acidosis is one of the nonspecific milieu factors that play a role in various pathophysiological settings supporting chronic vicious cycles that lead to inflammation as well as to fibrosis [5,6,34] and finally to a decline in renal function. A previous study showed that extracellular acidosis indeed leads to an inflammatory and fibrotic response in proximal tubule cells (NRK-52E) and renal fibroblasts (NRK-49F) as long as they are maintained separately in monoculture [16]. By contrast, under co-culture conditions, the acidosis-induced detrimental alterations were prevented in NRK-52E cells. As it is known that renal tissue can also activate protective programs under stress, we wanted to identify putative mechanisms underlying the observed beneficial impact of co-culture as an experimental model of relevant renal cell crosstalk. The acidotic stress applied (pH 6.0) was derived from elaborate in vivo measurements, showing that renal tissue pH in rodents reaches values well below 6.5 in stressful conditions [7,8,9].

We applied a undirected approach and determined the effect of extracellular acidosis on the transcriptome of proximal tubule-derived NRK-52E cells and renal fibroblasts (NRK-49F) in co-culture. The absolute number of affected genes was higher for NRK-52E cells, the overlap of affected genes in both cell types was 41% for NRK-52E and 60% for NRK-49F cells and the direction of differential expression was opposite in the cell types for a substantial number. These results already indicate that acidosis exerts a cell-specific change in the transcriptome and therefore in the cellular answer to this stress condition. Bioinformatic analysis (canonical pathways and upstream regulators) proposed activation of the Nrf2 pathway as the most likely cytoprotective strategy of NRK-52E cells. This prediction concurs with the suggested role of Nrf2 in kidney homeostasis and pathophysiology [17,18,19]. Regarding NRK-49F cells, canonical pathway analysis predicted activation of the Nrf2 pathway, however, this was not confirmed by the upstream regulator analysis, weakening the bioinformatics prediction for this cell type.

The Nrf2 pathway is a cytoprotective mechanism activated under different stress conditions, the classical example being oxidative stress. Nrf2 is a transcription factor, modulating gene expression via antioxidant response elements. The resulting alterations of the transcriptome affect cell metabolism (e.g., pentose phosphate pathway), redox balance (NADPH supply), cell survival, differentiation and proliferation [20]. Enhanced Nrf2 activity can result from enhanced expression, phosphorylation (best studied at Ser40, but also at other sites) and translocation to the chromatin fraction [21,35].

We show that acidosis enhances the expression of Nrf2 mRNA and protein (especially the chromatin fraction) expression in NRK-52E cells under co-culture conditions but not in monoculture. Furthermore, the abundance of phosphorylated Nrf2 in the chromatin fraction was also increased. Thus, we were able to confirm the bioinformatics predictions of an acidosis-induced activation of the Nrf2 pathway. In addition, our results are in accordance with reports on acidosis-induced activation of Nrf2 in other cell types [24,25].

According to our data, this activation results mainly from enhanced Nrf2 expression in the chromatin fraction. We cannot exclude the contribution of an enhanced phosphorylation rate, because the relative increase in pNrf2 was larger as compared to Nrf2. Nrf2 phosphorylation is mediated by different kinases such as PKC, CK2, ERK1/2 or AMPK [20,21]. PKC and CK2 seem to be the most important for phosphorylation at Ser40. However, our data do not allow conclusions regarding the kinases involved. We will address this question in further studies.

Our validation experiments for NRK-49F cells confirm the prediction of the upstream regulator analysis, showing that acidosis did not activate the Nrf2 pathway in this cell type. We observed even a slight inhibition of the pathway, although we cannot appraise its cell biological significance. Thus, the crosstalk between NRK-52E and NRK-49F cells is required for the cell-specific activation of the cytoprotective Nrf2 pathway in NRK-52E cells but not in NRK-49F cells. It will now be important to identify the mechanism underlying the crosstalk between the two cell types as well as the reason for cell specificity of Nrf2 pathway activation.

As already mentioned, Nrf2 is an important regulator of the cellular antioxidant response. The pentose phosphate pathway (PPP) is a major building block of this response [20]. An important enzyme herein is transketolase (TKT), which acts at the interfaces of the oxidative and nonoxidative arm of the PPP and of the glycolytic pathway [36]. Furthermore, the Nrf2 pathway tightly regulates TKT expression, leading to the hypothesis of acidosis-induced expression of TKT in NRK-52E cells in co-culture [37]. We were able to confirm this working hypothesis at the level of TKT protein expression. Under monoculture conditions, TKT protein was not enhanced during acidosis, although we observed a slight increase in TKT-coding mRNA. Either the increase in mRNA was not sufficient to translate into protein or additional mechanisms inhibited translation. In any case, co-culture was required for enhanced TKT expression and a discrepancy between changes in mRNA and protein is not uncommon [19].

## 5. Conclusions

In summary, our results show that metabolic acidosis leads to an activation of the Nrf2 pathway in renal epithelial cells but not in fibroblasts in co-culture. The crosstalk between the two cell types is necessary for this cytoprotective cell-specific effect in NRK-52E cells. Furthermore, activation of the Nrf2 pathway translates into enhanced expression of Nrf2 target genes, shown as a proof of principle for TKT. At present, we only know that the crosstalk is necessary, but we do not know by which means the crosstalk occurs. This important question has to be addressed in future studies.

The development and progression of chronic kidney diseases come with an acidic milieu leading to inflammation and fibrosis [3]. From our results, we suggest that epithelial–fibroblast crosstalk exerts protection against acidosis-induced cell injury in epithelial cells [16] at least in part via the Nrf2 pathway. Better knowledge of these protective processes could help to improve therapeutic strategies for the treatment of CKD.

## Figures and Tables

**Figure 1:**
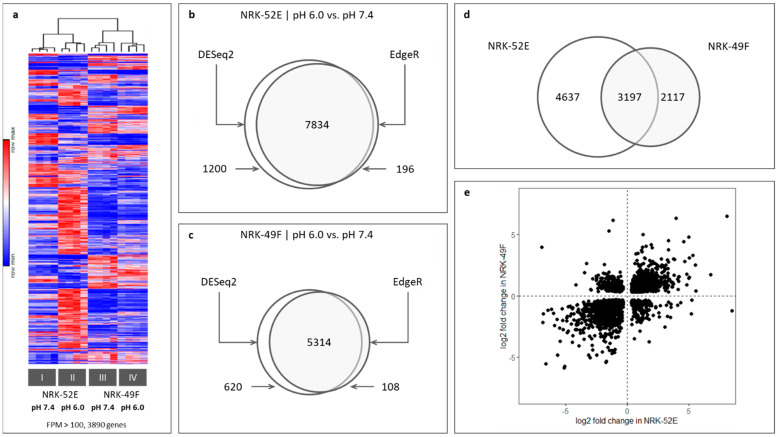
(**a**) Clustering of gene expression (https://software.broadinstitute.org/morpheus/; Euclidean distance, accessed on 22 November 2022) according to FPM values. Only genes with FPM > 100 are shown (48 h incubation). Clustering separates the samples clearly according to cell type and pH. (**b**,**c**) Overlap of differentially expressed genes by DESeq2 and edgeR analysis in NRK-52E and NRK-49F cells after 48 h exposure to acidic media. (**d**) Overlap of acidosis-induced differentially expressed genes in NRK-52E and NRK-49F cells (only genes identified by DESeq2 and edgeR were used). (**e**) Direction of overlapped differentially expressed genes in NRK-52E and NRK-49F.

**Figure 2:**
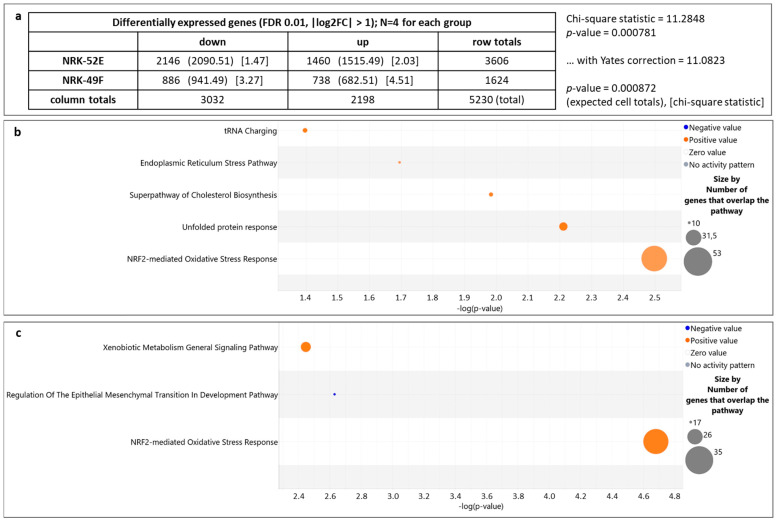
(**a**) Differentially expressed genes recognized by IPA with |log2FC| ≥ 1 in NRK-52E and NRK-49F cells. (**b**) Results of the canonical pathway analysis by IPA for NRK-52E. The Nrf2 pathway has the highest scores. (**c**) Results of the canonical pathway analysis by IPA for NRK-49F. The Nrf2 pathway has the highest scores.

**Figure 3:**
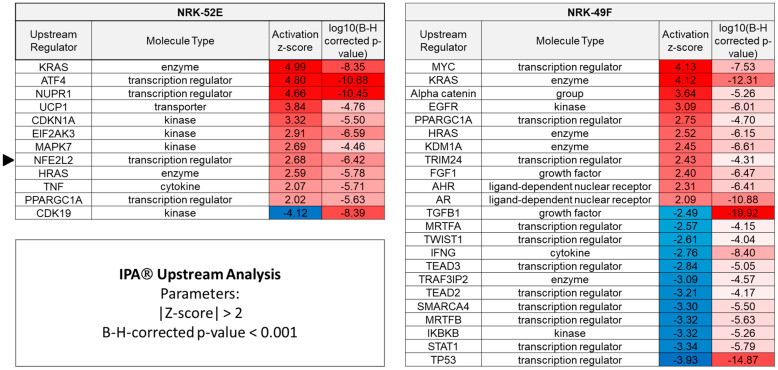
Results of the upstream regulator analysis by IPA for NRK-52E (**left**) and NRK-49F (**right**), applying higher stringency filters. The Nrf2 pathway (NFE2L2) is predicted for NRK-52E but not for NRK-49F cells.

**Figure 4:**
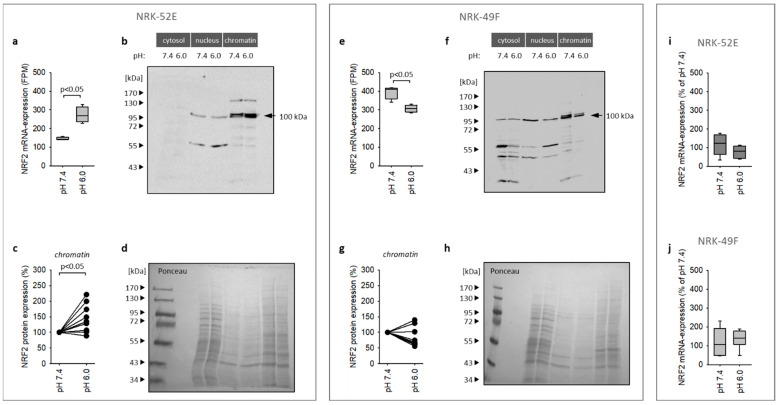
(**a**,**e**) Acidosis enhanced Nrf2 mRNA expression in NRK-52E cells in co-culture but not in NRK-49F cells. (*n* = 4). (**b**,**f**) Immunoblots for Nrf2 in three cell fractions of NRK-52E and NRK-49F cells. (**c**,**g**) Statistical analysis of Nrf2 expression in the chromatin fraction of NRK-52E (*n* = 9) and NRK-49F cells (*n* = 8). (**d**,**h**) Exemplary *Ponceau*-stained membranes (here for immunoblots (**b**) and (**f**)) show the protein loading of the gel and successful transfer to the membrane and were used for normalization. (**i**,**j**) Nrf2 mRNA expression was not enhanced by acidosis in monoculture (*n* = 6).

**Figure 5:**
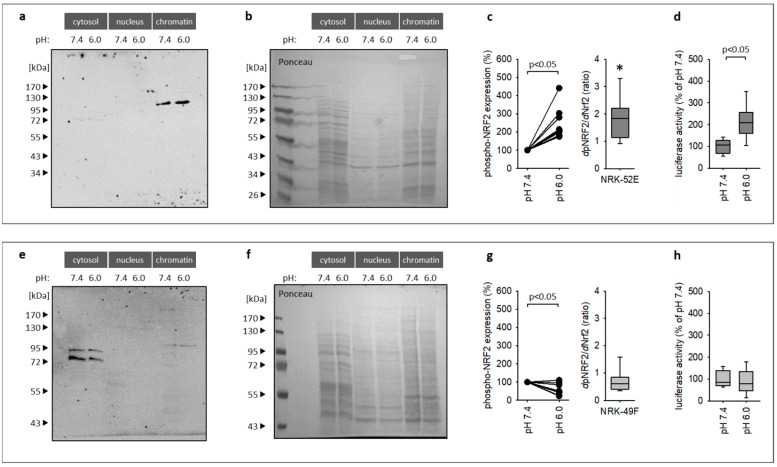
(**a**–**c**) Acidosis enhanced pNrf2^SER40^ expression to a larger extent than total Nrf2 (*d*pNrf2/*d*Nrf2) in the chromatin fraction of NRK-52E cells in co-culture. *n* = 9. * = *p* < 0.05 versus 1. (**e**–**g**) This was not the case for NRK-49F cells. (*n* = 8). (**d**,**h**) Acidosis enhanced the activity of the Nrf2 reporter gene luciferase in NRK-52E cells but not in NRK-49F cells. (*n* = 10). (**b**,**f**) Exemplary *Ponceau*-stained membranes (here for immunoblots (**a**,**e**)) show the protein loading of the gel and successful transfer to the membrane and were used for normalization.

**Figure 6:**
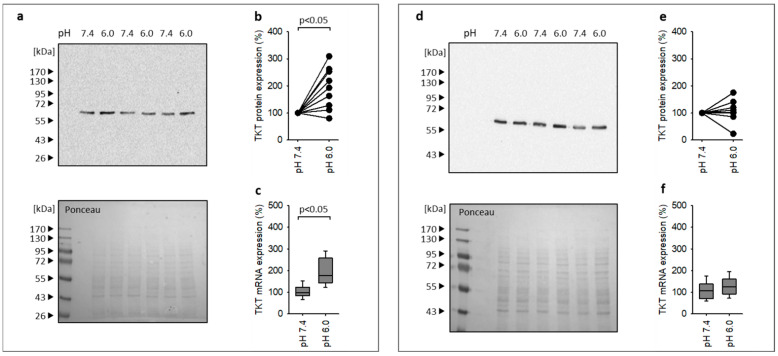
(**a**–**c**) Impact of extracellular acidosis on TKT mRNA and protein expression in NRK-52E cells under co-culture conditions. N for mRNA = 4. N for protein = 9. (**d**–**f**) Impact of extracellular acidosis on TKT mRNA and protein expression in NRK-52E cells under monoculture conditions. N for mRNA = 4. N for protein = 9. Exemplary *Ponceau*-stained membranes show the protein loading of the gel and successful transfer to the membrane and were used for normalization.

**Table 1:** Antibodies, order number, host and dilutions used.

Target	Company	Order Number	Host	Dilution
Antirabbit IgG HRP	Cell Signaling, Danvers, MA, USA	7074	Goat	1:1000
NRF2 (C-20)	Santa Cruz Biotechnology, Inc., TX, USA	sc-722	Rabbit	1:1000
Phospho-NRF2 (Ser40)	Thermo Fisher Scientific GmbH, Dreieich, Germany	PA5-67520	Rabbit	1:500
Transketolase	Cell Signaling, Danvers, MA, USA	E7O4M	Rabbit	1:2000

Abbreviations: HRP: horseradish peroxidase, NRF2: nuclear factor erythroid 2-related factor 2.

## Data Availability

The analyzed data supporting the conclusions of this article are included within this article and its additional files. Additionally, raw RNA sequencing data are publicly available in the Gene Expression Omnibus (GEO) database (https://www.ncbi.nlm.nih.gov/geo, accessed on 24 November 2022). GEO accession number: GSE218626.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/antiox12020412/s1, Figure S1: Cluster analysis; Table S1: Buffer composition; Table S2: Primer seuqneces.

How the deposited data were processed for this re-analysis (not part of the article)

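RNA from NRK-52E and NRK-49F cells kept together for 48 h in media of pH 7.4 or pH 6.0 was measured in 16 libraries, 4 for each cell line and pH. The authors made the counts by mapping read pairs of 2 × 150 bp from poly(A)-enriched RNA to the rat genome rn6 with tophat2 and counting fragments over exons per Ensembl gene with featureCounts, multi-mapping fragments included, and they deposited these counts without normalization. Conditions were taken from the sample labels, which write the pH values as 7 and 6. No library was left out.

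From the counts, FPM values were computed by edgeR's cpm function with TMM factors over the 16 libraries. Differential expression was tested for each cell line in its 8 libraries with edgeR 4.0.16 (quasi-likelihood test, TMM, edgeR's filter on low counts) and DESeq2 1.42.0 (Wald test, median-of-ratios size factors, independent filtering) in R 4.3.3, with Benjamini-Hochberg adjustment. DEGs had an FDR below 0.01 in both tools. Log2 fold changes are edgeR's, and standard errors are the absolute log2 fold change divided by the square root of the F statistic. The difference between the pH effects of the 2 cell lines was tested as an interaction in one edgeR model of all libraries. Single genes and lists were judged at an FDR of 0.05, with an exact two-sided permutation test of log2(FPM + 1) beside the model for single genes. Lists were tested with camera of limma 3.58.1, with its preset correlation between genes, with fry, and against 10000 random lists of the same size matched on mean expression in 20 bins. Shares have 95% Wilson intervals.

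Clustering, DEG rules, gene lists, the rule for named genes and the alternatives were fixed before the data were examined, apart from the use of the second number in the library labels, which was added after the values were seen. The genes named are those the paper names (Nfe2l2, Keap1, Tkt), the 3 DEGs with the largest rise and the 3 with the largest fall in each cell line among named genes with at least 10 FPM in the higher group and no overlap between the pH groups, the 3 of each direction among DEGs with opposite signs, the 3 largest rises and falls of each list, and the genes of an epithelial and a fibroblast marker list. One gene that meets this rule is not reported here.

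The alternatives were DESeq2's size factors or library totals in place of TMM, no filter on low counts, a filter of at least 1 CPM in at least 4 libraries, all 16 libraries in one fit, each tool alone, edgeR's likelihood-ratio test, an FDR of 0.05, protein-coding genes, glmTreat against a log2 fold change of 1, and each library left out in turn. The two-group test, checked on simulated data with 200 changed genes among 14000, recovered 81% of them with 1.22% false calls, and the interaction test recovered 53% with 1.85% false calls among 14970 genes. In the data, 7793 of 13735 tested genes were DEGs in NRK-52E. The simulations, with few changed genes, meet the assumption of the normalization, so their rates may not hold for the data.

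Library totals between 16201084 and 34784862 set the precision of each count. Counts of genes with near-identical copies are uncertain because multi-mapping fragments were counted at each place. Gene length and GC content were not analysed here. The IPA gene sets, protein data, reporter assays, monoculture and real-time PCR were not used here. Srxn1, Pgd, Cth, Lbr, Col1a2 and Col6a3, which are on the lists, were not analysed here.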

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

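The counts over other splits of the libraries were planned before their results were seen. All other tests in this part were chosen only after the result was seen. Gene length and GC content were not tested, so no pattern below is called biological.

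Within groups of 4 libraries, 3 of 32 groups of values had a library far from the other libraries, where 1.6 are expected by chance. Nfe2l2 in NRK-49F at pH 7.4 was 339.9 FPM in library N14 against 405.1 to 416.8 FPM in the other libraries. Keap1 in NRK-49F at pH 6.0 was 117 FPM in N15 against 99.2 to 101.4 FPM. The TMM factor of N13 (NRK-49F, pH 7.4) was 0.867 against 0.913 to 0.922. No explanation, technical or biological, was tested for these values.

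The pH effect on Nfe2l2 differed between NRK-52E and NRK-49F by 1.27 on the log2 scale in the interaction test. In NRK-52E every library at pH 6.0 lay above every library at pH 7.4, and in NRK-49F below. The closest values in NRK-49F were 332.2 FPM (N15, pH 6.0) and 339.9 FPM (N14, pH 7.4). With libraries scaled by their totals the difference between the pH effects was 1.02, and with the number in the library labels as a covariate it was 1.26. RNA of NRK-49F cells in the NRK-52E libraries would have to make up 81.3% to give the NRK-52E level at pH 6.0, while the 20 genes most specific for NRK-49F stood at no more than 5.13% of their NRK-49F level there. Normalization, the label number and carried-over RNA therefore did not account for the difference. A pH response that differs between the cell lines remains as a hypothesis. Length or GC effects that vary from library to library were not tested for it.

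Tkt in NRK-49F, which the paper does not report, rose by a log2 fold change of 2.57, and this effect exceeded that in NRK-52E, with an interaction of -0.67. With libraries scaled by totals the rise in NRK-49F was 2.61. The lowest NRK-49F library at pH 6.0 was 1.61-fold above the highest NRK-52E library, a level that no mixture with NRK-52E RNA reaches. The smaller log2 fold change of the label numbers was 2.53, and the library with the fewest counts at pH 6.0 held 2409 FPM, above the highest library at pH 7.4 (430.5 FPM). A rise of Tkt in the fibroblasts under acidosis may be a response to pH, which is a hypothesis from the same data.

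The pH effect on several lists differed between the cell lines. The differences, taken gene by gene, had medians with more positive values in NRK-52E of 0.47 for Nrf2 targets, 0.85 for the unfolded protein response, 1.80 for ATF4 targets, 0.90 for cholesterol biosynthesis and 0.62 for tRNA charging. The adjusted p values of camera were 0.024, 1.7e-08, 3.67e-07, 1.47e-05 and 0.000347. With libraries scaled by their totals no list changed sign, and the median closest to 0 was 0.23, that of Nrf2 targets. In 100 draws of pH labels within each cell line, a camera p as small was found in 69 draws for Nrf2 targets, 5 for the unfolded protein response, 14 for ATF4 targets, 19 for cholesterol biosynthesis and 29 for tRNA charging. For the pentose phosphate list, whose interaction was not past the threshold, it was 60 draws. The draws keep part of the pH effect of each cell line, so they also contain the effect under test, and these counts settle the list differences in neither direction.

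The genes with the largest rises are outside those the paper discusses. In NRK-52E at pH 6.0, Col2a1 reached 16.1 FPM, Fitm1 13.1 FPM and Gdf15 25.9 FPM, all with less than 0.1 FPM on average at pH 7.4. In NRK-49F, Ampd3 reached 137 FPM from 3.42 FPM, Gdf15 16.2 FPM from 0.188 FPM and Prss22 21.2 FPM from 0.26 FPM. With libraries scaled by their totals, the smallest log2 fold change of the 3 genes was 7.84 in NRK-52E and 5.34 in NRK-49F, so normalization did not account for the rises. Ampd3 fell in NRK-52E, with a log2 fold change of -1.50. These rises may be responses to acidosis, as a hypothesis.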

How the results depend on the processing

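No paired analysis was possible because the labels give each library its own replicate number. The second number of the library labels is shared between the pH groups by 2 libraries each, and comparisons by it were chosen after the values were seen. With it as a covariate there were 7551 DEGs in NRK-52E and 5211 in NRK-49F, and the log2 fold change of Nfe2l2 in NRK-49F was -0.37 (adjusted p 0.00888). The cause of the changes below was not tested.

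Sample clustering gave the 4 conditions in all 7 alternatives. Nfe2l2 and Tkt in NRK-52E, Tkt in NRK-49F and both interactions kept their direction and their side of the threshold in each alternative run for them, and so did the Nrf2, ATF4, unfolded protein response and tRNA charging lists in NRK-52E. The interaction of Nfe2l2 ranged from 1.02 to 1.34 and that of Tkt from -0.91 to -0.59.

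The share of shared DEGs with the same direction was 80.2% with DESeq2 alone, 80.5% with edgeR's likelihood-ratio test and DESeq2, and 77.2% at an FDR of 0.05, where 4615 genes were DEGs in both cell lines. The share of higher genes among DEGs past a log2 fold change of 1 in NRK-52E was 29.5% with library totals, 40.4% without a low-count filter and 39.5% with glmTreat. In NRK-49F it was 47.4% with library totals, 46.0% with the CPM filter and 35.5% with glmTreat. The glmTreat test left 2293 genes in NRK-52E and 654 in NRK-49F.

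With the libraries of one number only, NRK-52E had 2820 DEGs (number 22) and NRK-49F 1980 (number 21), and the log2 fold change of Nfe2l2 in NRK-49F was -0.25 (number 21, adjusted p 0.328, against 0.00149 to 0.0102 in the other edgeR settings with all libraries or number 20). These comparisons have 2 libraries per group.

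When camera estimated the correlation between genes, the same medians had an adjusted p above 0.05 for the pentose phosphate list (0.75, adjusted p 0.158) and the cholesterol list (1.22, 0.18) in NRK-52E, and for the Nrf2 (1.06, 0.0534), pentose phosphate (0.72, 0.0643), ATF4 (0.32, 0.393) and tRNA charging (0.42, 0.556) lists in NRK-49F. Against random lists, the pentose phosphate list in NRK-52E (0.75) had a permutation p of 0.121. The cholesterol list in NRK-49F, not past the threshold in any setting, changed sign with library totals (0.018).

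Across the fits that each left out one library, DEGs ranged from 6789 to 8914 in NRK-52E and from 4125 to 4992 in NRK-49F. The same-direction share ranged from 81.4% to 84.1%, and the share of higher genes past the fold change from 40.6% to 43.2% in NRK-52E and from 40.5% to 46.3% in NRK-49F. The pentose phosphate list in NRK-52E ranged from 0.70 to 0.77 and lost its side of the threshold without N8. The unfolded protein response list in NRK-49F ranged from 0.12 to 0.26 and passed the threshold without N16. The cholesterol list in NRK-49F ranged from -0.13 to 0.094 and changed sign without N13, N14 or N16.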

Differences from the paper's values

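DEGs called by DESeq2 only in NRK-49F numbered 953, against the paper's about 620 in Fig. 1c, read by eye. With edgeR's likelihood-ratio test, the one alternative set before the data were examined that was run for this count, there were 324, which did not close the gap.

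DEGs called by edgeR only in NRK-52E numbered 14, against the paper's about 200 in Fig. 1b, read by eye. With edgeR's likelihood-ratio test in place of the quasi-likelihood test, an alternative set before the data were examined, there were 274, above the paper's value but near enough not to be counted as different. Under the same setting, genes called by DESeq2 only in NRK-52E went from 1064 to 598, against the paper's about 1200 in Fig. 1b, read by eye, so that a gap opened there. In NRK-49F there were 12, against the paper's about 110 in Fig. 1c, read by eye, and 198 with the likelihood-ratio test, the one alternative run for this count, which did not close the gap.

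Genes with a mean above 100 FPM numbered 2233, against the paper's about 3900 in Fig. 1a, read by eye. With more than 100 FPM in at least 1 library, an alternative set before the data were examined, there were 3856, near enough not to be counted as different, and with more than 100 FPM in every library there were 979, which did differ.

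Tkt at pH 6.0 in NRK-52E was 381% of pH 7.4, against the paper's about 180% in Fig. 6c, read by eye. It was 362% with DESeq2's size factors and 325% with library totals. Neither of these alternatives, the ones set before the data were examined that were run for this value, closed the gap. The paper's text does not name the assay behind Fig. 6c, and its methods describe real-time PCR of RNA from co-culture. Whether the 381% from sequencing and the value in Fig. 6c come from the same assay is therefore not known.

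The paper states that Nrf2 was not identified as an upstream regulator in NRK-49F cells. The Nrf2 target list used here, which is not the IPA gene set, had a median log2 fold change of 1.06 in NRK-49F, with an adjusted p of 3.01e-15 from camera and of 0.0534 when camera estimated the correlation between genes. In its canonical pathway analysis, the paper does predict activation of the Nrf2 pathway in NRK-49F. Its conclusion that Nrf2 is not activated there also rests on protein and reporter assays. In NRK-49F it found no rise of Nrf2 or phosphorylated Nrf2 at the chromatin, the latter with a very weak signal. The Nrf2 reporter did not rise either. The target list measures mRNA only and does not test these assays. In NRK-52E the ATF4 target list had a smaller unadjusted camera p (2.92e-13) than the Nrf2 target list (4.46e-13), with the same p after adjustment. With all 16 libraries in one fit, the order was reversed (adjusted p 4.94e-12 against 1.69e-13). With libraries scaled by totals it was kept (3.19e-14 against 1.92e-13). The paper gives the Nrf2 pathway the highest scores, and the order of these lists does not settle a difference from that ranking.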

Other observations

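The counts over other splits of the libraries were planned before their results were seen, and all other tests in this part were chosen only after the result was seen.

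Of the 35 splits of the 8 libraries of each cell line into groups of 4, only 1, the real one, gave as many DEGs, and the same held for DEGs past the fold change. The other 34 splits gave 0 DEGs in each cell line, with 2 to 1937 genes at an unadjusted p below 0.05 in NRK-52E against 9856 in the real split, and 13 to 1494 in NRK-49F against 7813. The split by the second number of the library labels gave 0 DEGs, with 26 genes at an unadjusted p below 0.05 in NRK-52E and 189 in NRK-49F. The models of these other splits leave out pH, so the pH effect adds to the spread between libraries and few calls are to be found there. They do not show that the second number has no effect. In 100 draws of pH labels within the cell lines, only 1, the real one, gave as many shared DEGs, and only 1 as many interaction genes. The other draws gave 0 shared DEGs, but up to 4640 interaction genes against 5428 in the real one. For the lists in NRK-52E, a camera p as small was found in 1 of 35 splits for Nrf2 targets, the pentose phosphate pathway, the unfolded protein response, ATF4 targets and tRNA charging, and in 6 for cholesterol biosynthesis. In NRK-49F it was 1 for Nrf2 targets and the pentose phosphate pathway, 8 for ATF4 targets, 14 for tRNA charging, 18 for the unfolded protein response and 30 for cholesterol biosynthesis. Since other splits keep part of the pH effect, these counts do not settle the results of the last 4 lists.

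The Nrf2 target list rose in both cell lines. The hypothesis that members shared with the ATF4 or unfolded protein response lists carry this was tested by leaving out the 1 shared member, Slc7a11, and the medians were 1.35 in NRK-52E and 1.03 in NRK-49F, but leaving out 1 member cannot move a median far, so a contribution of these responses was not settled. Nrf2 activation in NRK-52E only was weighed with the interaction median of 0.47, but a higher response in one cell line leaves open a response in the other, and the test could not settle this. In NRK-49F the list rose while Nfe2l2 mRNA fell. Whether Nrf2 or other transcription factors account for this was not tested.

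Leaving out library N8 (NRK-52E, pH 6.0) raised the number of DEGs to 8914. The standard deviation of its log2 deviation from the other pH 6.0 libraries was 0.496, against 0.259 to 0.328. A weaker response of N8 to pH 6.0 was tested by the slope of its deviation on the pH effect, which was -0.075 against -0.009 to 0.065 in the other libraries. Short-mRNA gene families (244 genes) had a median deviation of 0.41 in N8 against -0.38 to 0.12. Neither value decides between a weaker response and a difference in transcript length or RNA quality. Its total of 20967378 lay between those of the other libraries, so depth did not set it apart.

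In NRK-52E, the share of DEGs with higher expression moved by 12.2 percentage points between TMM and library totals. A scaling that shifts all genes alike moves this share, so the value describes how the share depends on the normalization and does not show which scaling is right.

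The genes of the marker lists divided the cell lines in part. Col1a1 was 23.6 FPM in NRK-52E and 6205 FPM in NRK-49F at pH 7.4, and Pdgfra 0.286 and 391.9 FPM. Lum was 0.034 and 8.27 FPM, Postn 45.0 and 119 FPM, Pdgfrb 46.4 and 87.2 FPM, and the epithelial marker Cdh1 1.62 and 0 FPM. In contrast, Col3a1 was 6221 FPM in NRK-52E and 458 FPM in NRK-49F. Krt8 was 430.4 FPM in NRK-52E and 847.7 FPM in NRK-49F, while Cdh16, Epcam, Krt18 and Cldn7 were below 0.1 FPM on average in NRK-52E at pH 7.4. Carried-over RNA was tested with the 20 genes most specific for each cell line. At pH 6.0, those of NRK-49F stood at 0.193% of their NRK-49F level in NRK-52E libraries, and those of NRK-52E at 0.345% in NRK-49F libraries, so carried-over RNA did not account for the pattern. The lowest NRK-49F library had 200.2-fold the Col1a1 of the highest NRK-52E library, but an exchange of the labels of both cell lines as a whole could not be judged from this value.

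All 37 genes of the mitochondrial chromosome had 0 counts in every library, while 22 other chromosome names had counts. A difference in the name of that chromosome between genome and annotation may account for the 37 genes at 0, and this could not be told apart from a removal of these reads.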
